A study of Mus musculus with 15 samples.

How the data were processed

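RNA was measured by sequencing in 15 samples of mouse epiblast-like cells (EpiLCs) of a line in which ERK signalling is switched on by adding 4-hydroxytamoxifen (4OHT). Per the labels, total RNA (1 µg per sample) was depleted of ribosomal RNA before library preparation with a NEBNext kit. The values are raw counts per gene as deposited, with no normalization by the authors stated or seen in the values, which were whole numbers of at least 0. The aligner, the counting tool, the genome build, the annotation and the handling of strand are not stated for the deposited counts. For this reason no genome positions are given. Genes that share exons with another gene, lie antisense to one or have close paralogs carry an uncertainty that was not measured. The authors discarded 1 sample of the 0h group in their quality control, and it was not used here. Sequencing batch, lane and date are not in the labels.

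The table held 52636 Ensembl mouse gene identifiers. Names, biotypes, exon overlaps, transcript length and GC content came from GENCODE M21, whose name table held 52403 of the identifiers. A name was missing for 147 identifiers and shared with another identifier for 163. Fewer identifiers lacked a name than were absent from that name table, since the other names came from the GENCODE M21 annotation of the primary assembly. Of 102 genes that were checked for overlap, 28 shared exon positions with another annotated gene. Among those given below, these are Aire, Ccnd1, Dusp1, Foxd3, Gpat3, Junb, Kcnj3, Lef1, Mir124a-1hg, Nlrc5, Otx2, Phlda1 and Rrad.

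Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept with filterByExpr on the group (minimum count 10, minimum total count 15), which left 13451 genes. Libraries were scaled by TMM, the trimmed mean of M-values. The model held the group and, as an additive covariate, the clone, over all 15 samples. Genes were tested with the quasi-likelihood F test with robust estimation, which is two-sided, and a gene was called when its Benjamini-Hochberg adjusted p was under 0.05. Comparisons were 2h vs 0h, 4h vs 0h, 4h vs 2h, rev vs 4h and rev vs 0h, together with clone 8 vs clone 4. Differences between the clones in their responses were tested in a model with a term for each group in each clone, jointly over 3 interaction coefficients and for rev vs 4h alone. Fold changes are given as log2 with a standard error (SE). It was taken as the absolute log2 fold change divided by the square root of the F statistic, and means little for genes near 0 counts. Expression is given as CPM (counts scaled to a common library size) on TMM-scaled libraries with the standard deviation (SD) over the samples of a group.

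Where every library of a group held 3 counts or fewer of a gene, the fold change is given as a lower bound against the level of 3 counts. This floor lay between 0.161 and 1.83 CPM in single libraries. Reads carried no molecular identifiers, so floors cover counting error only. The libraries of a group differed by more than counting error, with a chi-square per degree of freedom between 5.49 and 252 over the pairs of libraries within groups.

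Gene lists (8 of them) were written from general knowledge of the field: ERK pathway output, immediate early, naive pluripotency, formative and primed pluripotency, mesendoderm, primitive endoderm, oestrogen receptor targets, and a list of 2 genes that is not reported here. Each was tested with camera of limma 3.58.1 on log-CPM (prior count 2) with a preset correlation between genes of 0.01. The 24 tests, in 2h vs 0h, 4h vs 0h and rev vs 4h, were adjusted together. Tests with fry, and with a correlation estimated by camera, were run as alternatives. The groups, comparisons, lists, the rule for naming genes and most alternatives were fixed before the data were examined.

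Genes named here are members of the 8 lists, the 5 with the largest rise and the 5 with the largest fall in each of 2h vs 0h, 4h vs 0h, 4h vs 2h and rev vs 4h, and the 5 with the largest clone difference. The ranked genes had to be called and to reach a mean of 1 CPM over all 15 samples, and those of the group comparisons had to change in the same direction in both clones. Which list members are singled out was decided after their values were seen.

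Where a set of called genes was looked up in another comparison that uses some of the same samples, or a correlation was taken between such comparisons, the value was set against counts simulated from the fitted model without the change in question, in 10 runs each. Smaller subsets of these sets were not simulated. Each gene was simulated independently, so trends shared by many genes within a library are absent from these data. The simulated ranges may thus be too narrow. Time course classes used the calls: transient genes were higher in 2h vs 0h and lower in 4h vs 2h, progressive genes were higher in both, and delayed genes were higher in 4h vs 0h and in 4h vs 2h with an unadjusted p above 0.05 in 2h vs 0h. The steps were tested on simulated data with 200 changed genes (log2 change of 2) among 13451. The edgeR test found 198 of them in 2h vs 0h with 7 false calls, 185 in 4h vs 0h with 10, 192 in rev vs 4h with 12 and 200 between clones with 8. The interaction test for rev vs 4h found 148 with 17 false calls, and the joint test found 162 with 17. On these data camera and fry found the changed list and called 0 of the other tests.

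Alternatives were DESeq2 size factors, scaling by total count alone, the DESeq2 1.42.0 test, no filter beyond 1 count, a filter on a mean of 1 CPM, an adjusted p under 0.01, an absolute log2 fold change of at least 1, the older form of the quasi-likelihood test, no clone term, the replicate number as a block, leaving out the 20 most abundant and the mitochondrial genes, only the groups compared, and leaving out each library in turn. An offset for GC content and transcript length, fitted per library with splines of 4 degrees of freedom, and thinning of all libraries to one depth were added after the data had been seen. Thinning brought each library to 523950 counts outside the 20 most abundant and the mitochondrial genes, the level of the 4h clone4_1 library. All other splits of the same samples into groups of the same sizes were also fitted, or 100 drawn ones for the clones.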

Results

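The transcriptome of EpiLCs was measured before and during induction of ERK signalling. Cells were kept in EpiLC medium (bFGF 12 ng/ml, Activin A 20 ng/ml, XAV939 1 µM) for 48 h and held for 2 h with the FGF receptor inhibitor PD17 (250 nM) before 4OHT (250 nM) was added. The groups were 0h (no 4OHT, n = 3), 2h (2 h of 4OHT, n = 4), 4h (4 h of 4OHT, n = 4) and rev (4 h of 4OHT and then 2 h with a MEK inhibitor, n = 4). Samples came from 2 clones of the line, clone 4 and clone 8, with 7 and 8 samples. The 0h group held 1 sample of clone 4 and 2 of clone 8, and the other groups held 2 of each.

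The total count per sample was 13004556, 10076502 and 9226145 at 0h (clone4_1, clone8_1, clone8_2). In the order clone4_1, clone4_2, clone8_1, clone8_2, it was 9713985, 11367574, 10500632 and 12752651 at 2h, 1552022, 6658950, 6209289 and 3492073 at 4h, and 11684027, 9970353, 8667880 and 9108389 in rev. Each 4h total was below each total of the other groups. The 9 most abundant genes took a mean of 57.3% ± 10.9 (SD, n = 3) of the counts at 0h, 60.6% ± 8.14 (SD, n = 4) at 2h, 72.2% ± 6.32 (SD, n = 4) at 4h and 65.1% ± 5.68 (SD, n = 4) in rev. The most abundant entry was CT010467.1 (ENSMUSG00000106106), annotated as ribosomal RNA and chosen after its values were seen, with a mean of 28.4% of the counts. Mitochondrial genes took a mean of 3.35% at 0h, 4.76% at 2h, 9.39% at 4h and 5.20% in rev. Outside the 20 most abundant and the mitochondrial genes, 523950 to 1453556 counts were left in the 4h libraries and 2301632 to 6213794 in the others. Between 15692 and 23914 genes had a count in a library. The 4h group therefore had the highest floor of detection, up to 1.83 CPM in 4h clone4_1.

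**Figure D1:**
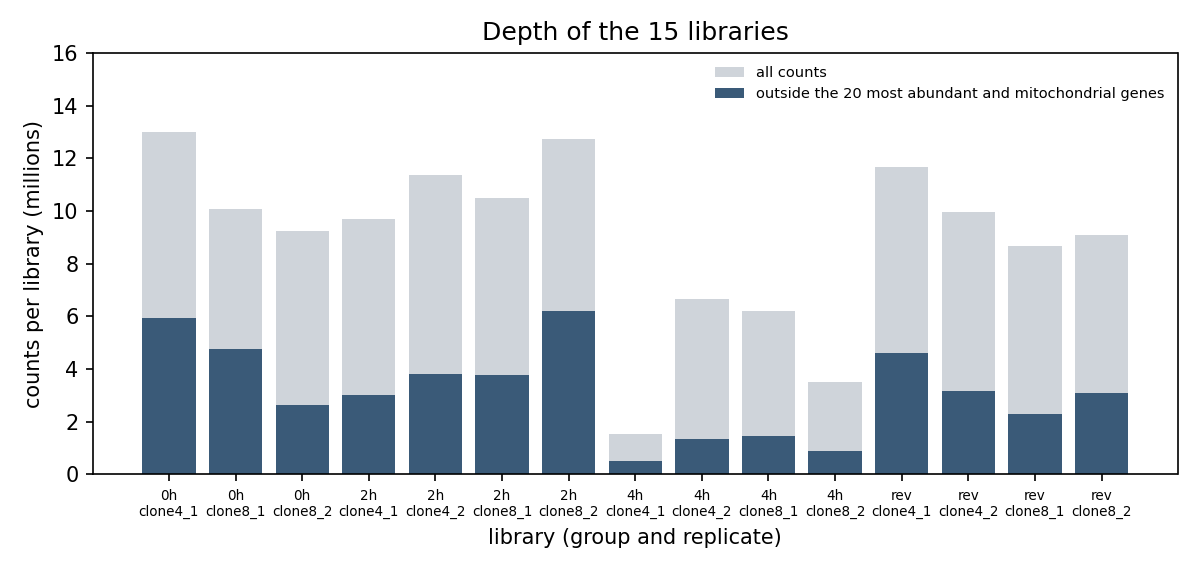
Counts per library for the 15 libraries, as total count and as the count outside the 20 most abundant and the mitochondrial genes. The 4h libraries held 1552022 to 6658950 counts in total, and every other library held at least 8667880.

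On log-CPM of the tested genes, the first principal component held 34.98% of the variance and the second 21.81%. The 4h libraries had scores between 45.67 and 71.09 on the first, and the other 11 libraries had scores between -31.03 and -4.829. On the second, the 4h libraries of clone 4 had -39.48 and -26.85 and those of clone 8 had 44.98 and 55.91.

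**Figure D2:**
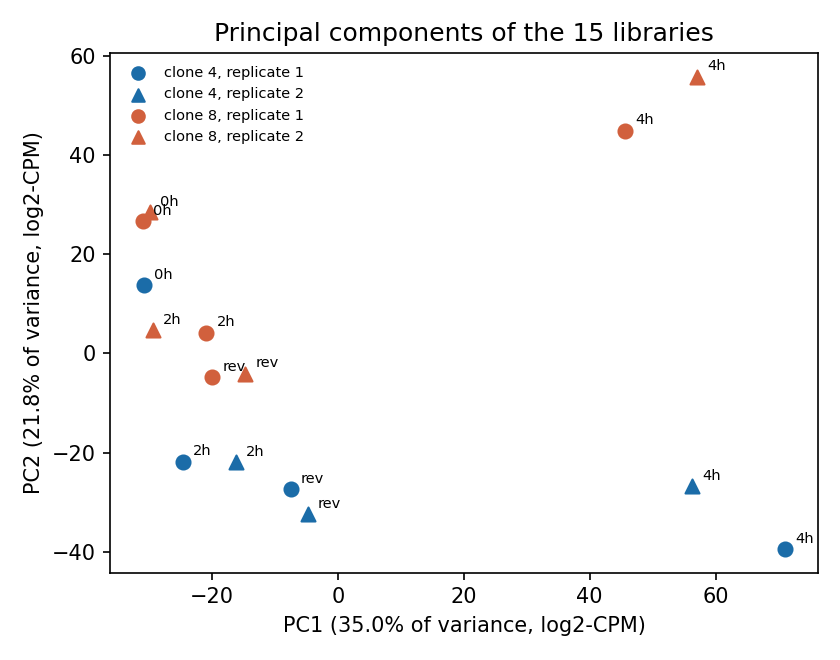
Scores of the 15 libraries on the first 2 principal components of log-CPM, with the group and the clone of each library marked. The 4h libraries lie between 45.67 and 71.09 on the first component, apart from all others.

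Esr1 (ENSMUSG00000019768) had 9.61 ± 2.93 CPM (SD, n = 3) at 0h, 13.6 ± 4.42 (SD, n = 4) at 2h, 8.48 ± 3.85 (SD, n = 4) at 4h and 11.6 ± 1.53 (SD, n = 4) in rev. Its change in rev vs 4h (0.51, adjusted p = 0.0257) was lost in 5 of the 8 fits that each left out one library of these groups, with the largest p (0.13) without 4h clone8_1.

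The early response to ERK induction was asked by 2h vs 0h. No group had the same time without 4OHT, and no other line was given 4OHT. Effects of the further culture and of 4OHT itself may thus be part of every change from 0h. Of 13451 tested genes, 867 were called, 536 higher and 331 lower at 2h, and 309 changed at least 2-fold (225 higher, 84 lower). Over the alternatives other than leaving out one library, the count ranged from 255 after thinning to 1499 without the 20 most abundant and the mitochondrial genes. Leaving out 0h clone4_1, the only clone 4 sample of its group, left 308 genes, of which 280 were among the 867. It was 513 without 2h clone4_2 and 483 without 2h clone8_1. The share called higher was 61.8%.

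The 5 largest rises were in Egr3, Sprr1a, Egr1, Rrad and Spry4. Egr3 (ENSMUSG00000033730) had 98.0 ± 51.3 CPM (SD, n = 4) at 2h and 0.0404 ± 0.0699 CPM (SD, n = 3) at 0h, at least 405-fold higher. Sprr1a (ENSMUSG00000050359) had 14.5 ± 8.81 CPM (SD, n = 4) at 2h and no count at 0h, at least 60.1-fold higher. The log2 fold change of Egr1 (ENSMUSG00000038418) was 7.86 (SE 0.732, adjusted p = 0.000136), from 1.97 ± 1.18 CPM (SD, n = 3) to 599 ± 267 (SD, n = 4). For Rrad it was 6.69 (SE 0.646, adjusted p = 0.000119). For Spry4 (ENSMUSG00000024427), it was 6.51 (SE 0.185, adjusted p = 9.67e-17), from 0.856 ± 0.123 CPM (SD, n = 3) to 91.1 ± 34.5 (SD, n = 4). The 5 largest falls were in Zscan2 (-2.11), Thap3 (-1.66), Gadd45g (-1.65), Lingo3 (-1.61) and Zfp14 (-1.58), with adjusted p between 9.17e-05 for Gadd45g and 0.0166 for Zfp14. All these genes had every 2h library on one side of every 0h library. Without 0h clone4_1 the calls of Zscan2 (-1.58, adjusted p = 0.0984), Lingo3 (-1.40, adjusted p = 0.08) and Zfp14 (-1.53, adjusted p = 0.122) were lost. Zfp14 was also lost without 2h clone4_2 (adjusted p = 0.0585).

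The longer response was asked by 4h vs 0h and the change between the induction times by 4h vs 2h. As in 2h vs 0h, further culture and 4OHT itself cannot be separated from ERK signalling here. In 4h vs 0h 5300 genes were called, 2755 higher and 2545 lower, and 1995 changed at least 2-fold. In 4h vs 2h 5237 were called, 2650 higher and 2587 lower. The direction of these calls depended on the scaling. Scaling by total count moved the median gene by -0.73 in 4h vs 0h and by -0.57 in 4h vs 2h on the log2 scale, and only 7.11% and 9.09% of the called genes were then higher, against 52.0% and 50.6% with TMM. With no filter beyond 1 count these shares were 40.9% and 39.0%. Total count scaling moved the median gene by -0.18 in 2h vs 0h, by 0.45 in rev vs 4h and by -0.30 in rev vs 0h. With TMM the median of tested genes was 0.03 in 4h vs 0h, so changes are relative to the bulk of tested genes and not to the RNA content of the cells.

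In 4h vs 0h the largest rises were in Egr3 (at least 118.8-fold), Sprr1a (at least 19.3-fold), Galr1 (at least 13.9-fold), Spry4 (log2 fold change 6.10, SE 0.183, adjusted p = 3.33e-16) and Halr1 (5.91, SE 0.301, adjusted p = 1.24e-11). Sprr1a had 10 and 50 counts in the 4h libraries of clone 4 and 1 and 0 in those of clone 8, so the bound rests on clone 4, and without 4h clone4_2 it was at least 8.73-fold. The bounds of Egr3 and Galr1 also differed by clone. For Egr3 it was at least 337.7-fold in clone 4 and 9.93-fold in clone 8. For Galr1 it was at least 37.55-fold in clone 4 and 2.28-fold in clone 8. The 5 largest falls lay at the floor in the 4h libraries, which gives lower bounds only. They were at least 1.98-fold for Prom2, 3.05-fold for Rbbp8nl, 4.24-fold for Atf3, 2.02-fold for Nlrc5 and 1.74-fold for Kcnj3. In 4h vs 2h, H2-M5 was at least 18.9-fold higher, or at least 11.5-fold without 4h clone8_2. By clone, H2-M5 was at least 5.26-fold higher in clone 4 and 38.47-fold in clone 8. The next rises were Mir124a-1hg (log2 fold change 4.33), Aire (4.26), Dusp27 (4.20) and Esrrb (4.18), with adjusted p between 1.45e-09 for Dusp27 and 0.000134 for Esrrb. The largest falls were at the floor at 4h, at least 2.70-fold for Prom2, 4.17-fold for Atf3, 2.61-fold for Pla2g4a, 1.29-fold for Kcnj3 and 1.25-fold for Nlrc5. Each gene of 4h vs 2h named here had all 4 libraries of 4h on one side of all 4 of 2h.

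Of the 536 genes called higher at 2h, 315 (58.8%) were also called higher at 4h and 23 were called lower. Both comparisons use the 0h samples. By direction alone 85.8% of the 536 were higher in 4h vs 0h, against 63.2% (58.7% to 66.0%) in data simulated with the 0h level at 4h, where a mean of 0.1 were called in both. As the simulated genes were independent, a trend shared by both comparisons, such as that with GC content, is not in this range. Of the 331 genes lowered at 2h, 144 were also called lower at 4h and 36 were called higher. By direction alone 71.6% of the 331 were lower in 4h vs 0h. This was little above the 67.6% (65.25% to 69.19%) in the same simulated data. By the calls, 188 genes were transient, 65 progressive and 1576 delayed. Data simulated with the same 2h and 4h level had a mean of 0.1 genes called in 4h vs 2h, so their count of 0 genes in each class follows from the calls. By direction alone, 67.2% of the genes raised and 70.7% of those lowered at 2h moved the other way in 4h vs 2h, against 59.3% (57.9% to 60.6%) and 59.2% (57.3% to 60.5%) in these data. Without 0h clone4_1 there were 99 transient and 30 progressive genes. Leaving out 2h clone4_2 gave 124 transient genes, and leaving out 2h clone8_1 gave 42 progressive ones. Pearson's r across tested genes, which are not independent replicates, was 0.456 between the log2 fold changes of 2h vs 0h and 4h vs 0h. Both use the 0h samples, and data simulated with no change gave 0.420 (0.404 to 0.434 over 10 runs). In the transient direction, Fos fell by 3.61 in 4h vs 2h (SE 0.436, adjusted p = 4.1e-05), Junb fell by 3.23 (SE 0.551, adjusted p = 0.00103), Egr1 fell by 2.54 (SE 0.491, adjusted p = 0.00221) and Dusp1 fell by 2.51 (SE 0.320, adjusted p = 8.52e-05). In each of these the 4 libraries of 4h lay below the 4 of 2h.

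Reversion of the response under the MEK inhibitor was asked by rev vs 4h. The 2 further hours of culture cannot be separated from the inhibitor, since no group had the same time without it. There were 4140 called genes, 2035 higher and 2105 lower in rev, with 1317 changed at least 2-fold. With total count scaling 88.0% of the called genes were higher, against 49.2% with TMM, and with no filter it was 60.9%. Of the 2755 genes raised in 4h vs 0h, 1549 (56.2%) were called lower in rev and 23 higher. Of the 2545 lowered, 1494 (58.7%) were called higher and 13 lower. In data simulated without a change from 4h to rev these shares were 0.00351% and 0%, which follows from a mean of 0.2 called genes. By direction alone, 92.3% of the raised and 94.9% of the lowered genes moved back in rev vs 4h, against 57.5% (55.4% to 59.9%) and 64.4% (62.4% to 66.0%) in these data over 10 runs. Of the 1549 genes, 1387 were not called in rev vs 0h, and of the 1494, 1383 were not. A call missed is not a return to the start, and 591 of the raised genes and 375 of the lowered ones were still called in the same direction in rev vs 0h. By direction alone 81.3% and 82.6% were still on that side, against 58.4% (57.0% to 59.7%) and 57.9% (56.7% to 59.7%) in data simulated with the 0h level in rev, where a mean of 0.2 genes of each set were called. In rev vs 0h 1500 genes were called, 873 higher and 627 lower. The count was 511 without 0h clone4_1, 861 without rev clone4_2 and 826 without rev clone8_2. With total count scaling it was 759, of which 31.9% were higher against 58.2% with TMM.

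The genes raised already at 2h were taken from 2h vs 0h. The 4h and rev samples take part in that model and so affect the calls (1029 genes with only the groups compared, 732 of them among the 867). The median log2 fold change of the 536 raised genes in rev vs 4h was 0.11, and that of the genes lowered at 2h was -0.23, against 0.01 for each in the simulated data. Of the 536 raised genes 79 were called lower and 117 higher in rev vs 4h, and 357 were still called higher in rev vs 0h. By direction alone 96.8% were higher there, against 67.6% (64.7% to 70.1%) in data simulated with the 0h level in rev. The simulated genes were independent of each other. The real log2 fold changes fell with GC content in both 2h vs 0h (Spearman's rho -0.395) and rev vs 0h (-0.355). A trend shared in this way can raise the share, so the gap may overstate what lasted in rev. Of the 331 lowered genes 108 were called lower and 34 higher in rev vs 4h, which is relative to 4h and not to 2h. Total count scaling gave medians of 0.72 and 0.29, which against the shift of the median gene (0.45) are 0.27 and -0.155, with the signs unchanged. Without 2h clone8_2 the first was 0.053, and without 0h clone4_1 the second was -0.40. The genes raised at 4h but not called at 2h numbered 2440, of which 1471 were called lower in rev. Among the 315 raised at both times 78 (24.8%) were called lower and 22 higher.

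The largest rises in rev vs 4h started from the floor at 4h, at least 4.17-fold for Prom2, 1.87-fold for Mnx1, 1.43-fold for Rbbp8nl, 1.33-fold for Kcnj3 and 2.16-fold for Pla2g4a. The largest falls were Gm16478 (at least 11.6-fold lower), Tcl1 (log2 fold change -4.37, SE 0.709, adjusted p = 0.000148), Aire (-4.21, SE 0.621, adjusted p = 0.000131), Esrrb (-4.10, SE 0.553, adjusted p = 0.000223) and H2-M5 (-4.03, SE 0.616, adjusted p = 3.18e-05). In each of these 10 genes all 4 rev libraries lay on one side of all 4 libraries of 4h.

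**Figure D3:**
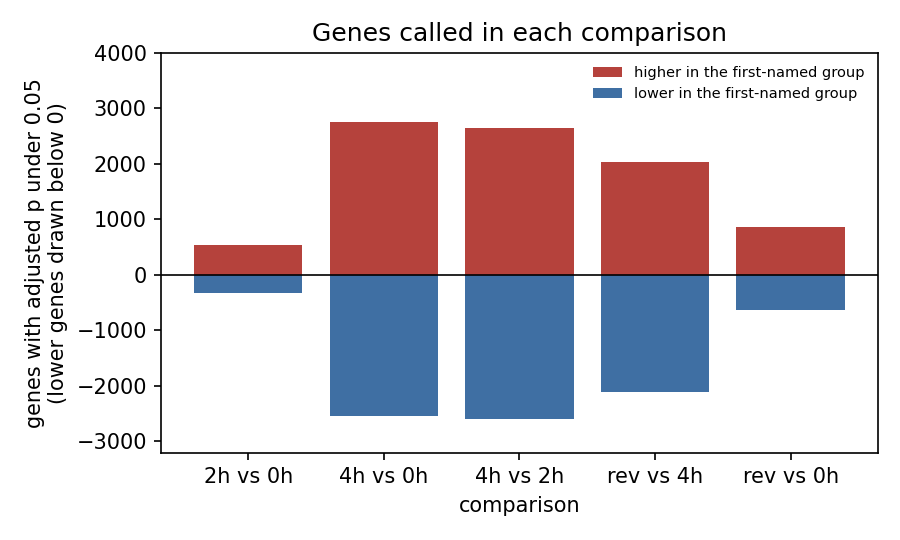
Number of genes with an adjusted p under 0.05 in each comparison, as bars for genes higher (above 0) and genes lower (drawn below 0) in the first group named. The smallest count is 867 in 2h vs 0h and the largest is 5300 in 4h vs 0h.

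Of the 24 list tests, 9 had an adjusted p under 0.05. All of these were also under 0.05 with fry, which gave 15, and none was under 0.05 when the correlation between genes was estimated, which gave adjusted p of 0.0596 at the lowest and 7 tests with an unadjusted p under 0.05. The ERK pathway output list (10 genes) was higher in 2h vs 0h (adjusted p = 2.12e-06, median log2 fold change 1.74). There 7 genes were called over all tested genes and 7 adjusted over the list alone. It was higher in 4h vs 0h (adjusted p = 4.33e-05, median 2.30, 9 genes called and 9 adjusted over the list alone). It was lower in rev vs 4h (adjusted p = 4.72e-06, median -1.13, 9 and 10 genes), with 10 of 10 genes lower. Over the alternatives the 3 adjusted p ranged up to 0.0596, 0.0703 and 0.0596. Total count scaling turned the 4h vs 0h change of Etv5 (0.55 to -0.16) and the rev vs 4h change of Ccnd1 (-0.35 to 0.064), but against the shift of the median gene these were 0.57 and -0.38, with the signs unchanged.

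Within this list, Spry2 (ENSMUSG00000022114) rose from 7.37 ± 2.44 CPM (SD, n = 3) at 0h to 53.5 ± 7.93 (SD, n = 4) at 2h and 45.9 ± 10.8 (SD, n = 4) at 4h, and it was 13.97 ± 0.987 (SD, n = 4) in rev. Dusp6 (ENSMUSG00000019960) went from 3.35 ± 1.00 CPM (SD, n = 3) to 151.7 ± 28.3 (SD, n = 4) and 57.4 ± 31.2 (SD, n = 4), and was 19.9 ± 2.70 (SD, n = 4) in rev. Spry4, at 70.4 ± 34.2 CPM (SD, n = 4) at 4h, fell by 2.26 in rev vs 4h (SE 0.128, adjusted p = 6.01e-11) in all 4 libraries and was above 0h by 3.84 (adjusted p = 1.54e-12). In rev vs 0h Dusp6 was higher by 2.45 (adjusted p = 0.00144), Epha2 by 1.64 (adjusted p = 0.00103) and Spry2 by 0.91 (adjusted p = 0.0054), the last with 0.59 (adjusted p = 0.0577) without 0h clone4_1. Ccnd1 was lower in 2h vs 0h (-0.55, adjusted p = 0.004), with -0.40 (adjusted p = 0.114) without 0h clone4_1. Phlda1 rose by 2.85 in 2h vs 0h (adjusted p = 0.0195), with 1.86 (adjusted p = 0.14) without 0h clone4_1 and 2.64 (adjusted p = 0.0682) without 2h clone8_1. Etv4 was -0.47 in 2h vs 0h (adjusted p = 0.0292), a call lost in 4 of the 7 fits that left out one library, with the largest p (0.117) without 0h clone8_1.

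The immediate early list (16 genes) was higher in 2h vs 0h (adjusted p = 6.54e-19, median 2.35, 12 genes called and 13 adjusted over the list alone). It was higher in 4h vs 0h (adjusted p = 0.00352, median 1.38, 11 and 12 genes). This rise was mostly in clone 4. The mean log2-CPM of the list, centred over the libraries, was 0.83 and 0.62 in clone 4 at 4h, against -1.80 at 0h. In clone 8 it was -0.92 and -1.21 at 4h, against -1.72 and -1.41 at 0h. In rev vs 4h the list did not pass (adjusted p = 0.894, median -0.23, or -0.18 with genes at the floor at their bound, 3 and 3 genes). In 4h vs 0h Fos was 2.00 (adjusted p = 0.0166) and Junb 2.05 (adjusted p = 0.0341). Without 0h clone4_1 these were 1.23 (adjusted p = 0.0798) and 1.21 (adjusted p = 0.145). Both calls were also lost without 4h clone4_2, and Fos without 0h clone8_1 and Junb without 4h clone4_1. From 0h to 4h Fos went from 0.324 to 4.79 CPM in clone 4 and from 0.840 to 1.02 in clone 8. Junb went from 2.11 to 38.5 CPM in clone 4 and from 2.69 to 3.29 in clone 8. In rev vs 4h Egr2 was 1.05 (adjusted p = 0.0274), a call lost in 3 of 8 fits that left out one library, with the largest p (0.121) without 4h clone8_1. Srf was -0.46 (adjusted p = 0.011), a call lost without rev clone4_2 (adjusted p = 0.0689). In rev vs 0h Egr3 was at least 187.9-fold higher and Egr1 4.79 higher (adjusted p = 0.0012). Atf3 was 0.09 in 2h vs 0h (adjusted p = 0.892).

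The naive pluripotency list (13 genes) did not pass in 2h vs 0h (adjusted p = 0.159, median 0.25, or 0.26 with bounds, 0 genes called and 0 adjusted over the list alone, 2 with an unadjusted p under 0.05). Without 0h clone4_1 the adjusted p was 0.0381, and without 2h clone8_1 it was 0.0414. The list was higher in 4h vs 0h (adjusted p = 9.61e-08, median 2.62, 12 genes called and 12 adjusted over the list alone) and lower in rev vs 4h (adjusted p = 1.03e-07, median -2.09, 12 and 12). Over the alternatives both ranged up to 0.1075. Klf2 had 4.45 ± 1.25 CPM (SD, n = 3) at 0h, 5.43 ± 0.585 (SD, n = 4) at 2h, 33.4 ± 14.8 (SD, n = 4) at 4h and 6.31 ± 2.31 (SD, n = 4) in rev. Nr5a2 went from 0.708 ± 0.244 CPM (SD, n = 3) at 0h to 12.9 ± 10.8 (SD, n = 4) at 4h and 1.71 ± 0.959 (SD, n = 4) in rev. Nanog rose by 1.71 in 4h vs 0h (adjusted p = 0.0101, 3 of 4 libraries above the 0h mean) and fell by 2.01 in rev vs 4h (adjusted p = 0.0036). Klf4 was not called in 4h vs 0h (0.69, adjusted p = 0.145), and without 0h clone8_2 it was (1.20, adjusted p = 0.00948).

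The formative and primed list (12 genes) did not pass in 2h vs 0h, 4h vs 0h or rev vs 4h (adjusted p = 0.382, 0.894 and 0.977). Called genes numbered 4, 10 and 9, and adjusted over the list alone they numbered 6, 10 and 9. At 4h vs 0h 5 were higher and 5 lower. Among them Otx2 rose by 1.13 (adjusted p = 3.98e-06), Lef1 by 1.08 (adjusted p = 1.44e-05), and Foxd3 by 1.86 (adjusted p = 8.07e-06), while Fgf5 fell by 1.44 (adjusted p = 1.41e-05) and Dnmt3b fell by 1.18 (adjusted p = 5.42e-10). In each of these the 4 libraries of 4h lay on one side of the 3 of 0h. With total count scaling the Otx2 and Lef1 changes were 0.39 (adjusted p = 0.284) and 0.36 (adjusted p = 0.279). The mesendoderm list (9 of 13 genes tested) passed in 2h vs 0h (adjusted p = 0.0138, median 0.36, 2 and 2 genes) and not in 4h vs 0h (adjusted p = 0.278, median 0.52, or 0 with bounds, 4 and 4 genes) or rev vs 4h (adjusted p = 0.894, 3 and 3 genes). A filter on a mean of 1 CPM raised the first to 0.255.

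The primitive endoderm list (5 of 10 genes tested) had adjusted p = 0.278 in 2h vs 0h with 0 genes called, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05. In 4h vs 0h it was 0.0499 (lower, median -1.16, 3 and 3 genes), and in rev vs 4h 0.0978 (3 and 3 genes). The second ranged from 6.58e-05 with fry to 0.174 with an estimated correlation, and it was not under 0.05 without 0h clone8_2 (0.104), 4h clone4_2 (0.0519), 4h clone8_1 (0.0589) or 4h clone8_2 (0.15). The third was 0.0457 without 4h clone4_1. The oestrogen receptor target list (10 of 11 genes tested) had adjusted p = 0.894, 0.977 and 0.602 in the 3 comparisons, with 2, 6 and 5 genes called and 3, 6 and 6 adjusted over the list alone.

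**Figure D4:**
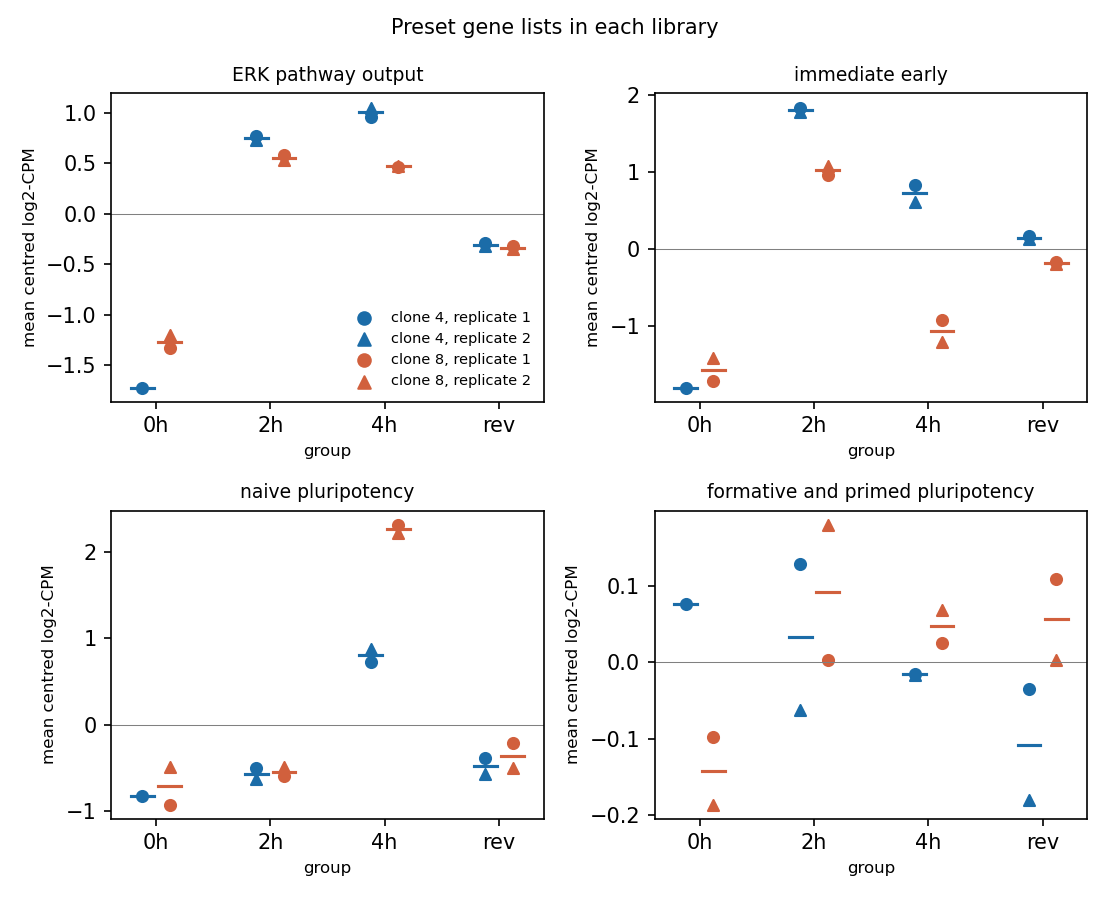
Mean log2-CPM of the ERK pathway output, immediate early, naive pluripotency and formative and primed lists in each of the 15 libraries (points), centred over the libraries, by group and clone. Lines are means per group and clone. The naive pluripotency list lies between 0.73 and 2.31 in the 4h libraries and below 0 in every other library, and the ERK pathway output list lies between -1.72 and -1.20 in the 0h libraries.

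Between the clones, 2492 genes were called over all groups, 1401 higher in clone 8 and 1091 lower. The count ranged from 389 with a 2-fold threshold to 2844 with the GC and length offset. The largest differences (clone 8 vs clone 4) were Dmkn (-2.74, SE 0.294, adjusted p = 4.58e-07), Pnma5 (-2.63, SE 0.193, adjusted p = 5.74e-09), Gpat3 (-2.59, SE 0.393, adjusted p = 3.88e-05), Ankrd63 (-2.36, SE 0.313, adjusted p = 9.67e-06) and Myod1 (-2.31, SE 0.319, adjusted p = 1.66e-05). These are averages over the groups and need not hold in each. Ankrd63 had 0.054 CPM in clone 4 and 0.127 in clone 8 at 0h, against 13.4 and 1.10 at 4h. Dmkn, Gpat3 and Myod1 were under 1 CPM in both clones at 0h, while Pnma5 had 6.26 CPM in clone 4 and 0.750 in clone 8. Within groups of 2 libraries per clone, 525 genes were called at 2h, 1921 at 4h and 538 in rev. Whether the clones responded alike was asked by the interaction tests, in which 428 genes were called jointly (an arm of this test, clone 4 at 0h, holds 1 library, and without 0h 370 were called, 329 of them shared) and 377 for rev vs 4h (257 with the higher change in clone 8 and 120 in clone 4). The last count ranged from 44 with total count scaling to 610 with the GC and length offset.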

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

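Of the tests in this part, thinning, the offset and that of exchanged clone labels were chosen after the data had been seen, though before their own values. The patterns themselves were found in the same data.

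Single libraries stood far from the other 3 of their group in 8 of 180 tests of groups of 4 libraries over 60 genes. In tests of depth measures, principal components and list scores this was so in 0 of 45. By chance 9 of the 180 would be found if the 4 libraries were alike. Each group held 2 libraries of each clone, however, and a clone difference makes such a result less likely. These counts therefore cannot tell whether there were more than chance gives. Sprr1a had 21.58 CPM in rev clone4_2 against 7.06 to 8.90 in the other rev libraries. Kcnj3 had 2.529 CPM in 2h clone8_1 against 0.908 to 1.18. Aire had 1.331 CPM in rev clone4_1 against 0.141 to 0.2075. Mnx1 had 0.2653 CPM in 2h clone4_2 against 0.872 to 0.911. In the 4h libraries Rbbp8nl (0.2468 CPM, clone4_2), Nlrc5 (0.2276 CPM, clone8_1), Kcnj3 (0.2468 CPM, clone4_2) and Mnx1 (0.2468 CPM, clone4_2) each had 1 count in a single library and 0 in the others, which is counting noise at this depth. No technical or biological explanation was tested for single libraries.

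The responses differed between the clones. Tested jointly over the groups, 428 genes differed, but clone 4 at 0h holds a single library. Without 0h the joint test called 370 genes, 329 of them among the 428, and for rev vs 4h alone 377 differed. Some explanations have evidence against them as the whole of the rev vs 4h pattern. With an offset for GC content and transcript length the count was 610, and without the 20 most abundant and the mitochondrial genes it was 276. Exchanged clone labels at 4h were argued against by 2181 genes called between the clones in the 0h, 2h and rev libraries, of which 82.0% had the same sign of the clone difference at 4h. The lower depth of the 4h libraries cannot be told apart from a clone difference for these 377 genes as a set. Thinning every library to one depth left 116, between the limits set before the test, and the same thinning also took the genes called in rev vs 4h from 4140 to 1824. Scaling by total count left 44 genes. A difference between the clones in the strength or the course of the response stays open as the cause for this set. The interaction tests show that the responses differ and not why. A separate handling of the 4h libraries, for which the labels give no batch, stays open too. In clone 4 and clone 8 the comparison rests on 2 libraries per group.

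By list, the immediate early genes had the lowest p (adjusted p = 2.28e-12, and 0.000126 with fry), with a median difference of 1.54 against -1.57 for the naive list. Their median log2 fold change in rev vs 4h was -0.71 in clone 4 and 0.93 in clone 8, 15 of 16 genes were higher in clone 8, and 9 were called. After thinning to one depth the median difference between the clones was 1.72 against 1.54 before, which argues against depth as its cause. The 82.0% of clone genes with the same sign at 4h argue against exchanged labels. The naive pluripotency list fell further in clone 8 (median -2.49) than in clone 4 (-1.39), with adjusted p = 4.15e-07 (0.00126 with fry), 12 of 13 genes lower in clone 8 and 5 called. The ERK pathway output list fell less in clone 8 (median -0.67 against -1.13, adjusted p = 0.00382, 0.00055 with fry), with 8 of 10 genes higher in clone 8 and 4 called. The other 5 lists did not differ, with adjusted p between 0.765 and 0.958. For the immediate early and ERK pathway output lists, a clone difference in the course from 2h to 4h may underlie the pattern, as a hypothesis that was not tested further. The scores of the ERK pathway output list were 0.77 and 0.72 at 2h and 0.95 and 1.05 at 4h in clone 4, and 0.58 and 0.53 at 2h and 0.47 and 0.47 at 4h in clone 8. In rev they were -0.29 and -0.32 in clone 4 and -0.32 and -0.35 in clone 8. The smaller fall in clone 8 thus started from a lower level at 4h. The immediate early scores at 2h were 1.84 and 1.79 in clone 4 and 0.97 and 1.08 in clone 8. That list was therefore lower in clone 8 already at 2h, which a separate handling of the 4h libraries does not explain. The naive list rose by 4h in both clones, so a decline by 4h does not cover it. A separate handling of the libraries of clone 8 at 4h stays open too, since the labels give no batch.

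Among single named genes, the rev vs 4h change was higher in clone 8 than in clone 4 for Dusp6 (difference 1.16 on the log2 scale, adjusted p = 0.000746), Phlda1 (2.40, adjusted p = 0.00342), Fos (2.21, adjusted p = 0.0167), Junb (1.82, adjusted p = 0.0393) and Egr1 (1.26, adjusted p = 0.0379). It was also higher for Myc (2.01, adjusted p = 6.91e-05), Dusp4 (0.98, adjusted p = 0.018), Egr3 (2.64, adjusted p = 0.00293), Dusp1 (1.46, adjusted p = 0.0168) and Rrad (1.83, adjusted p = 0.00121). It was lower in clone 8 for Epha2 (-0.74, adjusted p = 0.0201), Nanog (-1.68, adjusted p = 0.000394) and Esrrb (-2.35, adjusted p = 0.0307). For Sprr1a (adjusted p = 0.00165) and H2-M5 (adjusted p = 0.0374) libraries at or under 3 counts leave the size of the difference undefined. These genes were not given tests of their own, and the explanations above apply to them as part of the set. Junb, Phlda1, Dusp1 and Rrad overlap antisense genes, whose part in the counts was not tested.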

How the results depend on the processing

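No test in this part was chosen only after the result was seen, other than the GC and length offset and the thinning, which were added after the data had been examined. Calls of 4h vs 0h, 4h vs 2h and rev vs 4h kept within 1.5 times their count under DESeq2 size factors, total count scaling, the DESeq2 test, both filters, the older quasi-likelihood test, no clone term, the offset and in the fits that left out one library. With total count scaling, though, only 3017 of 5300, 3073 of 5237 and 2362 of 4140 genes were the same, and in 4h vs 0h 476 genes were called higher against 2755. For each change given here the cause was not tested, except where the setting itself lowers the count (a stricter threshold or fewer counts).

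Scaling by total count gave 266 genes in 2h vs 0h, 759 in rev vs 0h, 761 between clones, 113 in the joint interaction and 44 in that of rev vs 4h. The share of lowered genes that rose in rev was 40.1%, and the medians of genes raised and lowered at 2h were 0.72 and 0.29, or 0.27 and -0.155 against the shift of the median gene. There were 96 transient, 7 progressive and 278 delayed genes. The naive list passed in 2h vs 0h (adjusted p = 0.0225) and the mesendoderm list in 4h vs 0h (0.0376), while the primitive endoderm list no longer did in 4h vs 0h (0.0893). Reversed log2 fold changes were Atf3 (-0.054) in 2h vs 0h, Etv5 (-0.16) and Klf4 (-0.021) in 4h vs 0h, and Ccnd1 (0.064), Fos (0.21) and Junb (0.17) in rev vs 4h, and each kept its sign against the shift of the median gene in its comparison (-0.18, -0.73 and 0.45). Of 124 named gene results, 19 changed under this scaling (10 weaker, 3 stronger, 6 reversed), and 0 under DESeq2 size factors, which took the primitive endoderm list in 4h vs 0h to 0.0559.

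No filter beyond 1 count gave 1305 genes in 2h vs 0h, 668 in the joint interaction, medians of 0.19 and -0.079, 285 transient genes and a correlation of 0.407. A mean of 1 CPM took the mesendoderm list in 2h vs 0h to 0.255 and the primitive endoderm list in 4h vs 0h to 0.0568, and reversed the direction of the formative (0.9796) and mesendoderm (0.255) lists in rev vs 4h. An adjusted p under 0.01 left 360 genes in 2h vs 0h, 3448 in 4h vs 0h, 3446 in 4h vs 2h, 2527 in rev vs 4h, 615 in rev vs 0h, 1296 between clones, and 227 and 169 in the interactions, with a median of -0.34 for genes lowered at 2h and 91 transient, 28 progressive and 1002 delayed genes. An absolute log2 fold change of at least 1 left 309, 1995, 1753, 1317 and 506 genes in the same order and 389 between clones, with shares of 47.2% and 49.9%, medians of 0.24 and -0.34, and 68, 18 and 592 genes in the classes. The older quasi-likelihood test gave 1327 genes in 2h vs 0h. The DESeq2 test gave 225 genes in the rev vs 4h interaction and a share of lowered genes that rose of 52.2%, and changed 2 of 124 named gene results (1 weaker, 1 stronger).

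Without the clone term there were 427 genes in 2h vs 0h and 793 in rev vs 0h, a share of raised genes that fell of 50.8%, a median of -0.31 for genes lowered at 2h, and 99 transient and 31 progressive genes. The formative list changed direction in 4h vs 0h (0.882) and in rev vs 4h (0.873), the primitive endoderm list in 4h vs 0h was 0.0729, and 8 of 119 named gene results were weaker. Without the 20 most abundant and the mitochondrial genes there were 1499 genes in 2h vs 0h and 2296 in rev vs 0h, and the share of lowered genes that rose was 51.4%. With only the groups compared there were 2934 genes in rev vs 0h. The offset gave 688 and 610 genes in the interactions. Thinning left 255, 2528, 2434, 1824 and 441 genes in the comparisons in the order above, 1016 between clones, 158 and 116 in the interactions, shares of 47.9% and 51.5%, a median of -0.15, 74, 23 and 674 genes in the classes and a correlation of 0.502. Depth thus limits the counts.

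With fry 15 of the 24 list tests passed. Those added included the mesendoderm list in 4h vs 0h (0.000327) and the primitive endoderm (0.000633) and oestrogen receptor (0.0336) lists in rev vs 4h. With the correlation estimated by camera 0 passed, and 7 had an unadjusted p under 0.05. The values were 0.0596 for the ERK and immediate early lists and 0.0703 for the mesendoderm list in 2h vs 0h, 0.0703 for the ERK, 0.392 for the immediate early, 0.1075 for the naive and 0.174 for the primitive endoderm list in 4h vs 0h, and 0.0596 for the ERK and 0.1075 for the naive list in rev vs 4h.

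Leaving out one library of the groups concerned at a time gave 308 to 1077 genes in 2h vs 0h and 511 to 1299 in rev vs 0h. The lowest of both was without 0h clone4_1, the only clone 4 library of its group. Shares of raised and lowered genes that moved back ranged from 49.4% to 66.7% and from 45.5% to 69.5%, the medians from 0.053 to 0.15 and from -0.40 to -0.17, transient genes from 99 to 231, progressive genes from 30 to 74 and the correlation from 0.395 to 0.494. Adjusted p of lists ranged from 0.0381 to 0.537 (naive, 2h vs 0h), 0.335 to 0.974 (oestrogen receptor, 2h vs 0h), 0.0276 to 0.1496 (primitive endoderm, 4h vs 0h), 0.742 to 0.996 (oestrogen receptor, 4h vs 0h), 0.338 to 0.995 (immediate early, rev vs 4h), 0.879 to 0.996 (formative), 0.635 to 0.996 (mesendoderm) and 0.0457 to 0.235 (primitive endoderm). Reversed genes ranged from -0.040 to 0.33 (Atf3) and -0.48 to 0.10 (Nanog) in 2h vs 0h, and from -0.59 to 0.10 (Fos), -0.50 to 0.075 (Junb) and -0.00094 to 0.24 (Klf4) in rev vs 4h. In these fits 24 of 124 named gene results changed (36 comparisons weaker, 5 stronger, 6 reversed, of 941). In rev vs 4h the call of Phlda1 (-1.48, adjusted p = 0.0339) was lost in 6 of 8 fits, with 0.123 without 4h clone4_2. That of Ccnd1 (-0.35) was lost without rev clone4_2 (adjusted p = 0.107), and in 4h vs 0h (-0.34) without 0h clone4_1 (0.255) and 4h clone4_1 (0.0531). Dusp4 and Myc passed in rev vs 4h without 4h clone8_2 (0.034 and 0.0483), as did Myc without 4h clone8_1 (0.0132), and Esr1 in 4h vs 0h without 4h clone4_2 (0.0238).

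A replicate block with 4 levels was tried in place of the clone. Residuals of libraries with the same clone and number had a mean correlation of -0.0934 over 21 pairs, so the numbers do not pair the samples. With the block there were 653, 4902, 5182, 4130 and 1104 genes in the comparisons, and in rev vs 4h Phlda1 had an adjusted p of 0.0612 and in 4h vs 0h Junb had 0.0671.

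Not run were fits leaving out one library for the interactions, since an arm of 2 samples would be left with 1, as clone 4 at 0h already has, the fold change threshold for the joint interaction, and fits without the clone term or with the block for clone results.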

Other observations

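Of the tests in this part, those on less differentiated cells and on a library batch were chosen only after the result had been seen, and thinning and the offset after the data had been seen, though before their own values.

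The 4h libraries stood apart from both the 2h and the rev libraries. There were 3555 genes on one side of both, 1788 higher and 1767 lower at 4h, and 3485 of these (98.0%) were not called in rev vs 2h. Both comparisons use the 4h libraries, and by direction alone 98.2% of the genes higher and 98.3% of those lower in 4h vs 2h moved the other way in rev vs 4h, against 58.5% and 65.1% in data simulated without a change from 4h to rev. The comparison of rev with 2h lies outside the design and had 311 called genes, 187 higher and 124 lower in rev. Depth alone is argued against as the cause, since 1456 genes were on one side of both after every library was thinned to one depth. GC content and transcript length are argued against by 3733 genes with the offset, a few abundant genes by 3218 without them, and a single 4h library by at least 2965 in the fits that each left out one. A larger share of less differentiated cells at 4h would lower the formative and primed genes alike. Of these, 5 were called higher and 6 lower in 4h vs 2h, while 12 of 13 naive pluripotency genes were called higher, which argues against such cells as the whole cause. A separate batch for the 4h libraries cannot be told apart from the treatment, since all 4 belong to one group. Their totals reached 6658950 at most, and the lowest total elsewhere was 8667880. A response to 4 h of induction that the MEK inhibitor reverses is consistent with these values, and remains a hypothesis.

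The log2 fold changes of 2h vs 0h fell with GC content across genes (Spearman's rho -0.395 over 13436 genes, which are not independent replicates). In rev vs 0h rho was -0.355, and in 4h vs 0h -0.19. By library, the log2 change per 10% of GC content lay between 0.0941 and 0.217 at 0h. At 2h it was -0.134 in clone4_2 and -0.227 in clone8_1. It was 0.171 in 2h clone4_1 and 0.101 in 2h clone8_2, within the range of 0h. The trend in 2h vs 0h was therefore not shared by all 2h libraries. With the offset rho was -0.0304 in 2h vs 0h and 724 genes were called against 867, of which 599 were among the 867. A GC trend between libraries may thus account for part of the calls and not for the whole.

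Other splits of the same samples into groups of the same sizes were compared with the real ones. For the genes called in 2h vs 0h, 4h vs 0h, 4h vs 2h, rev vs 4h and rev vs 0h, only the real split, 1 of the 35, gave a count as large. The largest counts of other splits were 302, 3005, 0, 0 and 99. At an unadjusted p under 0.05 the other splits gave up to 2748, 5061, 2923, 2156 and 2692 genes in the same order, against 2842, 6439, 6407, 5482 and 3558 in the real ones, so for 2h vs 0h the real split is little ahead by this count. The split with 3005 genes joined 4h clone4_1 to the 0h libraries. For the clones it was 1 of 100 drawn splits, with 1368 genes in the next (3379 against 4256 at an unadjusted p under 0.05). The shares of raised and lowered genes that moved back in rev and the transient, progressive and delayed genes need calls in rev vs 4h or 4h vs 2h, which no other split gave, so that 1 of the 35 splits for each restates those counts and tests nothing more. The median of genes lowered at 2h (largest other size 0.19) was reached by 1 of the 35 splits. So was the correlation of the 2 responses (largest other 0.388), but data simulated with no change gave 0.420, above every other split, so this count is not evidence that the responses are related. The median of genes raised at 2h was reached by 4 of the 35 splits, with 0.13 as the largest other size, so it is not told from other groupings. The number of lists past the threshold was reached by 6 of the 35 splits in 2h vs 0h, by 1 of the 35 in 4h vs 0h and by 18 of the 35 in rev vs 4h. The count of lists in 2h vs 0h and rev vs 4h is therefore not evidence by itself, and the preset correlation of camera gave up to 4 lists in other splits.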
